A study of Arabidopsis thaliana with 8 samples. Its data were reported in "Nucleo-cytoplasmic distribution of SAP18 reveals its dual function in splicing regulation and heat-stress response in Arabidopsis" (2024).

How the data were processed

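RNA from whole Arabidopsis thaliana seedlings was sequenced in 4 genotypes, with 2 libraries each: the wild-type accession Columbia (Col0), the single mutant sr45, the mutant of both SAP18 and SR45 (sap18sr45), and asap, which carries insertions in SAP18, SR45 and ACINUS. These 3 proteins form the ASAP complex, named for its links to apoptosis and splicing and found with the exon-junction complex during messenger RNA processing. Per the labels, the seedlings grew for 11 days at 22 °C in long days. The labels do not say whether the libraries of a genotype came from separate cultures, so the p-values measure the spread between these libraries.

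The authors mapped the reads with vast-tools to its Arabidopsis library, built on the TAIR10 genome, and deposited raw read counts per gene, which they did not normalize. In the same table they deposited cRPKM, an RPKM corrected for mappability: the count per kilobase of mappable positions of the gene and per mapped reads of the library, in the usual RPKM scale. The ratio of counts to cRPKM between 2 libraries was the same for every gene up to rounding, as such a unit requires. The table used here was read in part: its 9999 lines run in locus order through chromosome 1 and the first part of chromosome 2, and 1 of them names no locus. That line held at most 0.00281% of a library's counts and was left out of library sizes and tests. Of the 9998 loci, 462 carried no values and 9536 did, 8046 on chromosome 1 and 1490 on chromosome 2. The protein-coding loci with values were 27.6% of those in the reference annotation. Counts of genes below refer to this part of the genome. SAP18, ACINUS and the leaf genes LUH, FEY and YAB1, which had been chosen for report, lie on parts of the genome not analysed here. No column of sample values in the table was left unused.

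Gene symbols came from the deposited table, which gave one for 3612 loci, and otherwise from the RefSeq annotation (assembly TAIR10.1), in which 98.9% of the loci were found. That annotation was used for names, products and the order of neighbouring genes only, since the counts rest on TAIR10, so genes are located by chromosome and locus identifier. Whether counting used the strand is not given in the sources used here, so reads of overlapping and antisense genes cannot be separated.

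Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by the default settings of filterByExpr, which left 5261. Library sizes were scaled by the trimmed mean of M-values (TMM), and 1 quasi-likelihood model with robust dispersion was fitted to all 8 libraries, with 4 residual degrees of freedom. The common biological coefficient of variation was 8.2%. Each of 5 contrasts was tested 2-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Every adjusted p for a gene given below comes from this test unless another is named. The contrasts were each mutant against Col0, and the 2 steps from sr45 to sap18sr45 and from sap18sr45 to asap. Rose, fell, higher and lower refer to genes past that threshold. Log2 fold changes carry standard errors (SE), and cRPKM values are means ± SD of 2 libraries. Each SE was derived from the test, as the size of the log2 change over the square root of the F value. Where all libraries of a group had 0 counts, the fold was bounded with a floor of 3 counts over the group. Such floors cover counting error only, whereas the SEs also take in the spread between libraries.

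The study's own rule for a changed gene was kept as an alternative: at least a 2-fold difference in every pair of libraries after quantile normalization, with at least 50 counts and a cRPKM over 5. It differs from the test used here, which weighs the spread between replicates and sets no minimum fold.

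Choices were fixed before the data were examined, unless said otherwise. The genes named were SR45 in every comparison; for each contrast with Col0 the 8 largest rises and 8 largest falls among changed genes with a symbol, a mean of at least 5 CPM (counts scaled to library size) in the higher group, and the same direction in every pair of libraries; the 5 and 5 such genes for each step; and, for each gene list, the 2 members that rose and the 2 that fell with the smallest adjusted p. The 18 lists cover the ASAP and exon-junction complexes with nonsense-mediated decay, serine/arginine-rich (SR) splicing factors, leaf development, flowering time, heat stress, abscisic acid (ABA), sugar starvation, photosynthesis, the circadian clock, salicylic acid defence, the cell cycle, hypoxia, stress granules and processing bodies, markers of root, flower and seed, reference genes, and ribosomal proteins. Of 421 loci in these lists, 136 were tested. The ribosomal list was to be chosen by symbol alone, but symbols of that form also belong to other proteins, so the product had to name a ribosomal protein as well. It still holds proteins of plastid ribosomes, such as RPL21 and RPL6. The 13 lists with at least 3 tested members were tested with camera (limma 3.58.1) in the 5 contrasts, with a preset correlation between genes of 0.01 and again with an estimated one, and adjusted over the 65 tests. Protein families defined by a shared product name were tested in the same way after the data had been seen.

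Genes changed the same way in all 3 mutants share the Col0 libraries. Their number was set beside 20 simulations in which all genotypes were unchanged and had the same spread, and beside the overlap of independent lists. After the data had been seen, each pair of mutants was also compared with a separate Col0 library for each mutant, in 1 edgeR model and in both assignments. The 2 Col0 libraries do not allow this for 3 mutants at once.

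The alternatives were edgeR's RLE factors or no factors, voom with quantile normalization (limma), DESeq2 1.42.0, no filter or a stricter one of 50 counts, only the libraries of the 2 groups compared, the replicate number as a block, limma on log2 cRPKM with a pseudocount of 0.5 or 0.1, a minimum of 2-fold, the study's rule, and each library left out in turn. Library sizes from the depth recovered from counts and cRPKM, and sr45 replicate 1 left out of comparisons that do not involve it, were added after the data had been seen. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9, and tables were read with pandas 2.3.3 and numpy 2.4.6.

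The methods were tested on simulated counts with the mean levels and library sizes of these data. The simulation gave a gene the same spread in every genotype. In the data the spread between replicates was 14.2% in asap and 10.5% in sr45, against 3.59% in Col0 and 4.52% in sap18sr45. The simulation also changed few genes, and in asap alone, whereas between 27.1% and 51.6% of tested genes were called in the mutants against Col0. The rates below hold for equal spread and for that small share of changed genes. They do not carry over to the real comparisons. With 200 of 5261 genes changed between asap and Col0, the main test recovered 47.5% of 1.5-fold, 74% of 2-fold and 92% of 4-fold changes. In 10 further draws at 2-fold, 6.22% of its calls were false, and between 4 and 27 false calls were made per draw. The false share was 2.84% for DESeq2 and 8.51% for voom with quantile normalization. The camera test of limma gave 1.83e-56 for a list of 20 genes moved by 1.5-fold, and 1 of 50 random lists fell under 0.05 before adjustment. The simulated genes were drawn independently, so this does not test the preset correlation. In asap against Col0 the estimated correlation was 0.449 for the photosynthesis list and 0.077 for the ribosomal list.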

Results

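The transcriptomes of Col0, sr45, sap18sr45 and asap seedlings were compared in 8 libraries, 2 per genotype. Total counts over the loci used here were 4052420 and 2726758 for Col0, 1295244 and 2309239 for sr45, 3889636 and 2504140 for sap18sr45, and 2119471 and 2634021 for asap. At these depths, 3 counts correspond to between 0.74 and 2.316 in CPM, counts scaled to library size. On the first principal component, which held 48.8% of the variance, the asap libraries lay at 33.9 and 34.1 and the Col0 libraries at -30 and -30.1, and the libraries of the other 2 mutants lay between them. Replicates differed more in sr45 and asap than in the other 2 genotypes: the common coefficient of variation between replicates, from edgeR fitted to each genotype alone, was 10.5% in sr45 and 14.2% in asap, against 3.59% in Col0 and 4.52% in sap18sr45.

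SR45 (AT1G16610, chromosome 1), the targeted gene carried as a mutant allele by all 3 mutant lines, encodes an SR-like splicing regulator of the ASAP complex. Its transcript level was 22.6 ± 2.29 cRPKM in Col0 (SD, n = 2), 5.8 ± 1.15 in sr45, 14 ± 0.559 in sap18sr45 and 5.04 ± 1.68 in asap. Relative to Col0 the log2 change was -2.02 ± 0.20 in sr45 (SE, adjusted p = 8.14e-09), -0.76 ± 0.17 in sap18sr45 (adjusted p = 0.00104) and -2.36 ± 0.20 in asap (adjusted p = 6.77e-11). The fall in sap18sr45 lost its call without Col0 replicate 1 (adjusted p = 0.0611) and with limma on log2 cRPKM (adjusted p = 0.0561 and 0.0659 for the 2 pseudocounts). Counts over the whole gene do not separate reads upstream and downstream of an insertion.

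**Figure D1:**
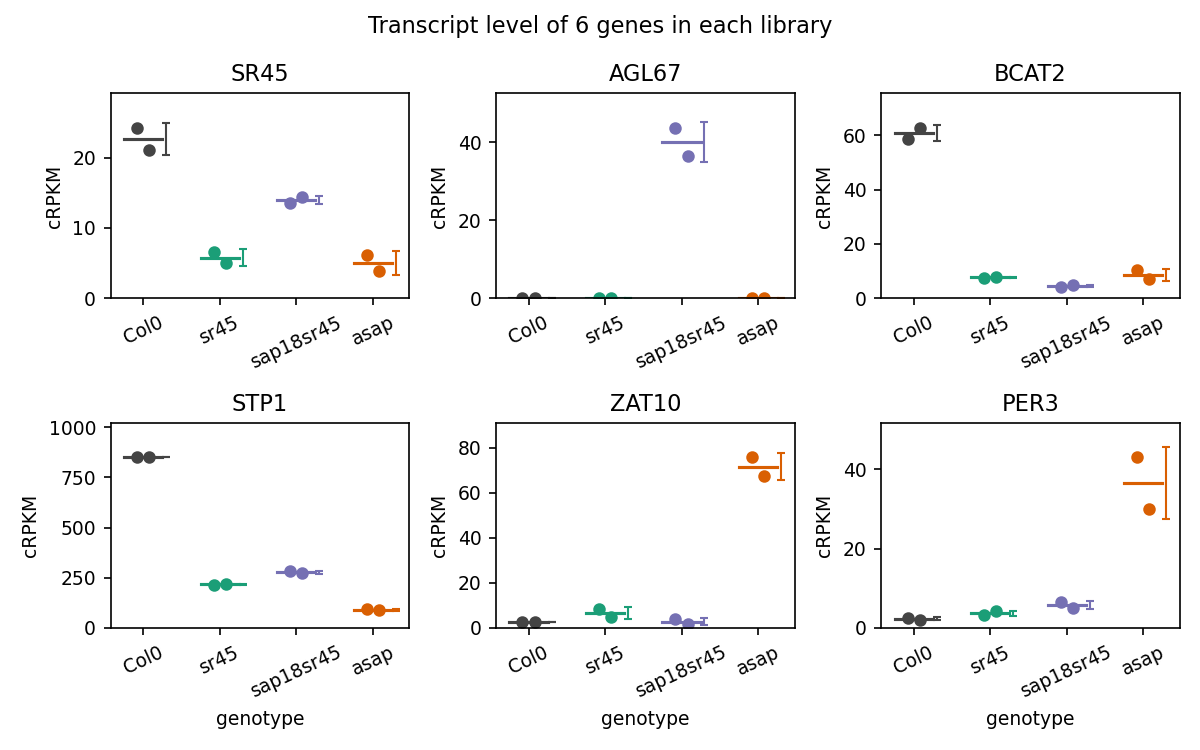
Transcript level in cRPKM (vertical axes, linear, from 0) of 6 genes in each of the 8 libraries. Points are libraries, horizontal bars are means and brackets are ± 1 SD of 2 libraries. SR45 is at 14 cRPKM in sap18sr45 against 5.8 in sr45, AGL67 has reads in sap18sr45 and none in the other 6 libraries, and ZAT10 and PER3 are highest in asap.

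The comparison of sr45 with Col0 asked which transcripts depend on SR45. MRD1 (AT1G53480) fell 16.3-fold, from 56.7 ± 3.31 to 3.49 ± 0.0283 cRPKM (SD, n = 2, log2 change -4.03 ± 0.24, adjusted p = 2.24e-13), the largest fall among the genes named by rule. BCAT2 (AT1G10070), a transaminase of branched-chain amino acids, fell 7.91-fold, from 60.7 ± 2.95 to 7.70 ± 0.177 cRPKM (SD, n = 2, log2 change -2.98 ± 0.15, adjusted p = 4.9e-15). MCCA (AT1G03090), a subunit of the carboxylase that acts in leucine breakdown, fell 4.32-fold, from 187 ± 1.42 to 44.1 ± 5.91 cRPKM (adjusted p = 2.94e-17). RVE3 (AT1G01520), a MYB-like gene of the REVEILLE family, rose 7.16-fold, and the clock gene LHY (AT1G01060) rose 2.36-fold, from 52.0 ± 0.424 to 124 ± 11.9 cRPKM (adjusted p = 5.85e-14).

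The other largest falls in sr45 were in UGT85A3, OCT6, GAT1_2.1, HEI10, UGT85A4 and GLYI7, with log2 changes between -3.02 and -2.47. GAT1_2.1, of the glutamine amidotransferase class, fell from 20.7 ± 0.841 to 3.44 ± 0.658 cRPKM (adjusted p = 1.6e-07), and the glycosyltransferase gene UGT85A4 fell from 31.4 ± 1.77 to 5.99 ± 2.08 (adjusted p = 7.56e-12). The fall of UGT85A3 lost its call without Col0 replicate 1 (adjusted p = 0.116) or sr45 replicate 2 (0.166), and that of GLYI7 without Col0 replicate 1 (0.0581). Among the largest rises, the dirigent-like gene DIR21 reached 16.5 ± 1.24 cRPKM from 3.38 ± 1.17 (log2 change 2.3 ± 0.35, adjusted p = 8.32e-06), ATSAR1 rose by 2.63 ± 0.61, PCR1 by 2.40 ± 0.58, and UGT74E1 and PP2B13 by 3 ± 0.89 and 2.67 ± 0.85. UGT74E1 and PP2B13 had at most 12 counts in a library and lost their calls without either Col0 library or without sr45 replicate 2 (adjusted p between 0.0525 and 0.196), ATSAR1 without sr45 replicate 2 (0.0566), and PCR1 without Col0 replicate 2 (0.0706). COX3 (AT2G07687) and MT-CYB (AT2G07727) rose by 2.94 ± 1.01 and 2.89 ± 0.70. These loci of chromosome 2 carry the names of mitochondrial genes, their reads can be shared with the mitochondrial genome, and their sr45 replicates spread widely, at 10.1 ± 8.70 and 14.2 ± 12.2 cRPKM; without sr45 replicate 1 both lost their calls (adjusted p = 0.422 and 0.193).

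Of 7 tested members of the sugar starvation list, genes induced when carbon is short, 0 rose, 6 fell and 1 was not called in sr45, and 7 fell when adjusted over the list alone (camera, adjusted p = 6.96e-19, and adjusted p = 0.0217 with an estimated correlation). Of 50 tested ribosomal protein genes, 34 rose, 1 fell and 15 were not called (camera, adjusted p = 6.34e-14, and adjusted p = 0.12 with an estimated correlation). Adjusted over the list alone, 35 rose and 1 fell. RPL41E rose from 330 ± 21.9 to 621 ± 9.91 cRPKM and RPL27AC from 177 ± 3.33 to 318 ± 2.13, whereas RPL18AA (AT1G29970) fell from 66.6 ± 1.63 to 38.8 ± 4.2. Another locus of that symbol, AT1G29965, was not called in sr45 or asap against Col0 (log2 changes 0.78 ± 0.61 and -1.27 ± 0.72). In the cell cycle list 5 of 10 members rose and 0 fell, with 5 not called (5 rose when adjusted over the list alone; camera, adjusted p = 0.258), among them PCNA (log2 change 1.26 ± 0.30) and the replication factor gene MCM5 (0.89 ± 0.22). PCNA lost its call without Col0 replicate 1 (adjusted p = 0.084) or sr45 replicate 2 (0.0504), and MCM5 without Col0 replicate 2 (0.0685).

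Photosynthesis genes were divided in sr45: of 18 tested, 3 rose, 7 fell and 8 were not called (3 rose and 8 fell when adjusted over the list alone; camera, adjusted p = 0.421). The antenna genes LHCB2.1 and LHCB2.2 fell by 0.69 and 0.62 on the log2 scale. RBCS-1A, the small subunit gene of Rubisco, was higher by 0.49 ± 0.05, but by 0.00 (adjusted p = 1) with voom and quantile normalization, and its reads can be shared with near-identical copies, as can those of LHCB1.2 (AT1G29920), which was higher by 0.27 ± 0.06. In the ABA list 2 of 7 rose and 2 fell, with 3 not called and the same counts when adjusted over the list alone (camera, adjusted p = 0.879): the phosphatase gene HAB2 rose by 0.73 ± 0.13 and the transcription factor gene ABF2 by 0.67 ± 0.18, the second losing its call without Col0 replicate 1 (adjusted p = 0.09), while the dehydrin gene COR47 fell from 124 ± 0.714 to 60.6 ± 7.14 cRPKM and ERD10 was called lower by -0.35 ± 0.12. ERD10 lost its call in 7 alternatives, among them DESeq2 (adjusted p = 0.0925). In the salicylic acid list 1 of 4 rose and 1 fell, also when adjusted over the list alone (camera, adjusted p = 0.977): PR5, a pathogenesis-related gene, rose by 1.75 ± 0.33 and NPR1, the regulator of salicylic acid responses, fell by 0.77 on the log2 scale.

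Among regulators of RNA, the ASAP, exon-junction and decay list had 1 rise and 1 fall in 5 tested (camera, adjusted p = 0.879). The rise was MEE63, the Arabidopsis MAGO gene of the exon-junction complex, at 0.50 ± 0.08, and the fall was SR45 itself. The SR splicing factor list also had 1 rise and 1 fall in 5 tested (camera, adjusted p = 0.859): SR45A rose by 0.71 ± 0.11, and SR34 fell by 0.31, a call lost without Col0 replicate 1 (adjusted p = 0.0716). In the leaf development list 2 of 6 rose and 1 fell (camera, adjusted p = 0.977). TCP24, a gene of leaf shape, fell by 0.71, and LBD6, known as AS2, and TCP3 were called higher by 0.99 ± 0.37 and 0.42 ± 0.15, calls that were lost in DESeq2 (adjusted p = 0.135 and 0.0985). In the list of stress granules and processing bodies 2 of 7 fell and 0 rose (camera, adjusted p = 0.481), namely MLP329 (log2 change -1.03 ± 0.17) and AGO1 (-0.40 ± 0.09). The counts of these 4 lists were the same when adjusted over the list alone. Of the 3 heat stress genes and the 4 root markers tested, none passed over all genes or over the list alone (camera, adjusted p = 0.879 for both). The flowering repressor gene TEM1 fell by 0.55 on the log2 scale; it was 1 of 2 tested flowering genes, and the other rose when adjusted over the list alone. ERF073, 1 of 2 hypoxia genes, was called lower by -0.94 ± 0.34 and lost its call with DESeq2 (adjusted p = 0.136). Among 3 reference genes (camera, adjusted p = 0.618) GAPC2 rose by 0.50 ± 0.06, ACT8 was called higher by 0.21 ± 0.07, and the other was called lower when adjusted over the list alone. ACT8 lost its call with voom and quantile normalization (adjusted p = 0.148). The lists of flowering, clock, hypoxia and flower marker genes had fewer than 3 tested members and were not tested as lists, and no seed storage gene was tested in any comparison. The 1 flower marker tested, SEP3, was not called in any comparison.

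In all, 1669 of 5261 genes differed between sr45 and Col0, 802 higher and 867 lower. Without Col0 replicate 1 the count was 1023, and without Col0 replicate 2 it was 1078.

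**Figure D2:**
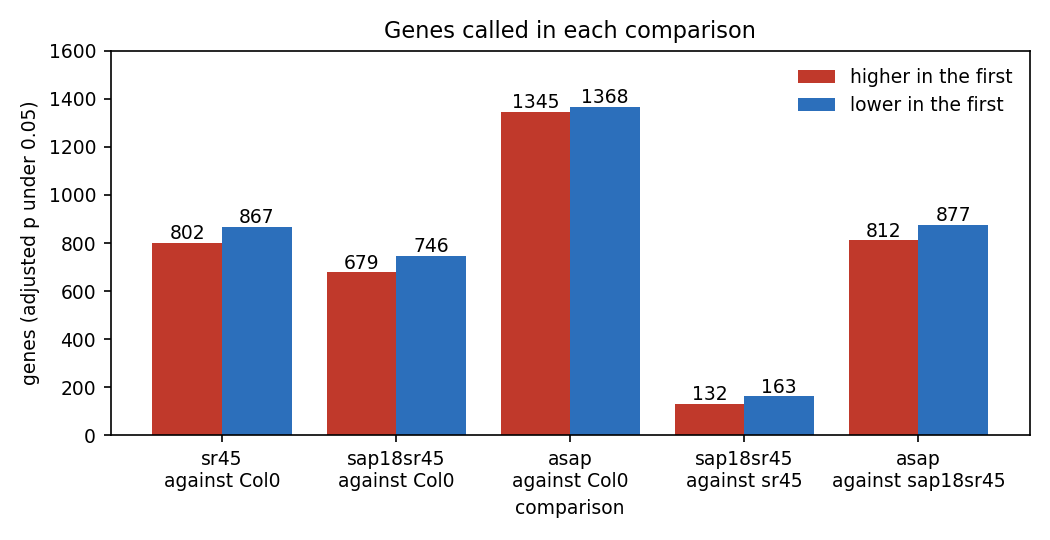
Number of genes past an adjusted p of 0.05 (vertical axis, from 0) in each of the 5 comparisons (horizontal axis), split into those higher (red) and lower (blue) in the first-named genotype. asap against Col0 has the most, 1345 higher and 1368 lower, and sap18sr45 against sr45 the fewest, 132 and 163.

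The comparison of sap18sr45 with Col0 asked what differs in the line that carries the sap18 and sr45 alleles. The SR45 transcript itself fell less there than in the other mutants, and SAP18 was not analysed here, so the line is not read as a complete loss of either. AGL67 (AT1G77950), a MADS-box gene, had 550 and 295 counts in the sap18sr45 libraries (40.1 ± 5.15 cRPKM, SD, n = 2) and 0 in all 6 other libraries. That is at least 291-fold higher than in Col0, with a floor of 3 counts over the group (adjusted p = 7.26e-15). FRO2 (AT1G01580), the ferric reductase of iron uptake by roots, rose 5.35-fold, from 0.835 ± 0.205 to 4.54 ± 0.290 cRPKM (adjusted p = 1.25e-06). The largest falls were in MRD1 and BCAT2, which also fell in sr45. MRD1 fell to 2.38 ± 0.785 cRPKM (log2 change -4.56 ± 0.23, adjusted p = 5.75e-15), and BCAT2 fell 13.9-fold, to 4.56 ± 0.304 (-3.80 ± 0.15, adjusted p = 2.11e-17).

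GLYI7, GAT1_2.1, ATL8, THA1, ERF018 and BGLU11 made up the other large falls, with log2 changes between -3.72 and -2.22. THA1, a threonine aldolase gene, fell from 21.4 ± 0.354 to 3.98 ± 0.332 cRPKM (adjusted p = 1.31e-10), and the ubiquitin ligase gene ATL8 from 10.6 ± 0.962 to 1.60 ± 0.219. ERF018 lost its call without Col0 replicate 2 (adjusted p = 0.0977) or sap18sr45 replicate 1 (0.0907). Large rises were also seen in GSTU22, a glutathione transferase gene (log2 change 2.39 ± 0.40), the transporter gene UMAMIT36 (2.15 ± 0.29) and CYP79F2, a gene of glucosinolate synthesis (1.93 ± 0.32). AGL94 (2.55 ± 0.73), FAF2 (2.12 ± 0.64) and ATSAR1 (1.98 ± 0.60) were called higher from few counts. AGL94 and FAF2 lost their calls without any 1 of the 4 libraries compared (adjusted p between 0.0911 and 0.173), and ATSAR1 without either Col0 library or sap18sr45 replicate 2 (between 0.0619 and 0.256).

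All 7 sugar starvation genes fell in sap18sr45, also when adjusted over the list alone (camera, adjusted p = 6.72e-29, and adjusted p = 0.0183 with an estimated correlation), MCCA to 42.4 ± 1.27 cRPKM (adjusted p = 1.57e-17). Of 50 ribosomal protein genes 36 rose, 1 fell and 13 were not called, with the same counts when adjusted over the list alone (camera, adjusted p = 1.26e-12, and adjusted p = 0.131 with an estimated correlation); RPL30B rose from 211 ± 2.11 to 364 ± 2.16 cRPKM and RPL18AA (AT1G29970) fell by 0.74. In the cell cycle list 5 of 10 rose and 0 fell, or 7 rose when adjusted over the list alone (camera, adjusted p = 0.0503, and adjusted p = 0.521 with an estimated correlation). The cell cycle list was called in 6 alternatives, with adjusted p between 0.0109 with no filter and 0.0492 with the replicate number as a block. NACK1, a kinesin gene of cytokinesis, rose by 1.25 ± 0.28. PCNA was higher by 1.22 ± 0.28, a call lost without Col0 replicate 1 (adjusted p = 0.107). Among photosynthesis genes 1 of 18 rose and 7 fell, or 9 fell when adjusted over the list alone (camera, adjusted p = 0.309), with LHCB2.1 falling by 0.71 and RBCS-1A higher by 0.43 ± 0.05, or 0.00 with voom and quantile normalization. Of 4 root markers, PER3, a peroxidase gene also called RCI3, rose by 1.25 ± 0.27 and EXPA7, a root hair expansin gene, was higher by 3.16 ± 0.93 from at most 18 counts in a library, and 2 were not called; 3 rose when adjusted over the list alone (camera, adjusted p = 0.105, or 0.047 with no filter, and adjusted p = 0.468 with an estimated correlation). EXPA7 lost its call without Col0 replicate 2 or either sap18sr45 library. NRT2.1, EXPA7 and EXPA18 were near 0 in Col0, at 0.025, 0.11 and 0.445 cRPKM. The filter took all libraries together, so it favours rises of these genes.

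LHY rose by 0.88 ± 0.07 in sap18sr45, 1 of 2 clock genes. In the ABA list 2 of 7 rose and 2 fell, also when adjusted over the list alone (camera, adjusted p = 0.99): COR47 fell by 0.50 on the log2 scale, and the cap-binding gene ABH1, higher by 0.37 ± 0.11, lost its call with DESeq2 (adjusted p = 0.0899), while HAB2, higher by 0.52 ± 0.12, and HAB1, lower by -0.31 ± 0.08, lost their calls without Col0 replicate 2 (adjusted p = 0.0916 and 0.0566) or sap18sr45 replicate 1 (0.0925 and 0.0587). In the leaf development list ATHB-9, known as PHAVOLUTA, rose by 0.54 ± 0.10 and TCP3 was higher by 0.58 ± 0.14, with 0 falls in 6 tested and 3 rises when adjusted over the list alone (camera, adjusted p = 0.255); TCP3 lost its call without Col0 replicate 1 (0.135) or sap18sr45 replicate 1 (0.0681). In the ASAP, exon-junction and decay list MEE63 rose by 0.33 ± 0.08 and SR45 was the 1 of 5 called lower (camera, adjusted p = 0.968). SR45A rose by 0.53 ± 0.11, the 1 of 5 SR factors to rise, and RSZ21 and SR34 were called lower by -0.31 ± 0.11 and -0.28 ± 0.08 (camera, adjusted p = 0.927); both lost their calls with limma on log2(cRPKM + 0.5) (adjusted p = 0.129 and 0.0772) and without Col0 replicate 1 (0.155 and 0.131). In the list of stress granules and processing bodies 3 of 7 fell and 0 rose, or 1 rose when adjusted over the list alone (camera, adjusted p = 0.628), with MLP329 at -0.65 ± 0.15 and AGO1 at -0.33 ± 0.08; MLP329 lost its call without Col0 replicate 2 (adjusted p = 0.0986) and AGO1 without Col0 replicate 1 (0.104). TEM1 fell by 0.56, 1 of 2 flowering genes. No heat stress, salicylic acid or hypoxia gene passed over all genes or over the list alone (camera, adjusted p = 0.767 for heat stress and 0.912 for salicylic acid). GAPC2 rose by 0.32 ± 0.06, the only reference gene of 3 called over all genes, and 1 more was lower when adjusted over the list alone (camera, adjusted p = 0.909).

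Between sap18sr45 and Col0, 1425 genes differed, 679 higher and 746 lower; 47.6% of these were higher, against 59.5% with limma on log2(cRPKM + 0.5). The count was 758 and 807 without Col0 replicates 1 and 2, 803 and 854 without sap18sr45 replicates 1 and 2, and 2168 with only the 4 libraries compared in the fit.

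The comparison of asap with Col0 asked what differs in the line with all 3 mutant alleles, and gave the most changes. ZAT10 (AT1G27730), a zinc finger gene of stress responses, rose 24.0-fold, from 2.64 ± 0.0495 to 71.5 ± 5.90 cRPKM (SD, n = 2, log2 change 4.59 ± 0.24, adjusted p = 7.19e-15). PER3 (AT1G05260), a peroxidase gene of roots, rose 13.6-fold, from 2.34 ± 0.375 to 36.6 ± 9.17 (adjusted p = 1.29e-13). STP1 (AT1G11260), a hexose transporter gene, fell 10.5-fold, from 850 ± 0.361 to 91.0 ± 4.50 cRPKM (log2 change -3.39 ± 0.07, adjusted p = 2.2e-24); it was also lower in sr45, at 218 ± 2.34, and in sap18sr45, at 277 ± 6.60 (log2 changes -1.98 ± 0.06 and -1.68 ± 0.06). All 7 sugar starvation genes fell.

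DTXL1 and DTXL2, genes of efflux carriers, rose by 4.53 ± 0.35 and 4.94 ± 1.17 on the log2 scale, and PME7, a pectin methylesterase gene, by 4.63 ± 0.57. The high-affinity nitrate transporter gene NRT2.1 rose by 5.34 ± 1.11, the root hair wall gene LRX1 by 4.63 ± 1.08, JAL10 by 4.29 ± 1.01 and TPS22 by 4.00 ± 0.82. NRT2.1, DTXL2, LRX1, JAL10 and TPS22 had at most 4 counts in a Col0 library, and JAL10 lost its call without Col0 replicate 1 (adjusted p = 0.0706). The large falls in asap included BCAT2 and MRD1, with log2 changes of -2.98 ± 0.14 and -2.92 ± 0.20, and UGT85A1, from 41.8 ± 0.219 to 6.30 ± 0.163 cRPKM. GAT1_2.1, THA1, AP180 and GLYI7 fell as well, with log2 changes between -2.83 and -2.76.

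The fall of the sugar starvation genes in asap held when adjusted over the list alone (camera, adjusted p = 1.6e-14, and adjusted p = 0.0246 with an estimated correlation). MCCA fell from 187 ± 1.42 to 31.9 ± 3.63 cRPKM and the dormancy-associated gene DYL1 from 211 ± 10.8 to 53.9 ± 1.12. Of 50 ribosomal protein genes 41 rose, 3 fell and 6 were not called, with 41 and 4 when adjusted over the list alone and 43 and 1 with no scaling factors (camera, adjusted p = 1.03e-13, and adjusted p = 0.131 with an estimated correlation). RPL41E rose from 330 ± 21.9 to 834 ± 11.9 cRPKM. RPL9B (AT1G33120) rose from 50.7 ± 7.48 to 254 ± 35.5, though its reads can be shared with its copy AT1G33140, and RPL18AA (AT1G29970) fell by 1.14 on the log2 scale. RPL21, of the plastid ribosome, was lower by -0.33 ± 0.08, a call lost with no scaling factors (adjusted p = 0.0703). All 4 root markers rose, also when adjusted over the list alone, with log2 changes between 2.90 and 5.34 (camera, adjusted p = 0.0199, and adjusted p = 0.306 with an estimated correlation, or 0.0767 with voom and quantile normalization). The filter took all libraries together, and NRT2.1, EXPA7 and EXPA18 were near 0 in Col0, at 0.025, 0.11 and 0.445 cRPKM. Such genes enter the test through the genotypes where they are higher. The filter therefore favours their rise, and neither the count of rises nor the list value is independent of it.

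Among 18 photosynthesis genes, 15 fell in asap, 1 rose and 2 were not called, also when adjusted over the list alone (camera, adjusted p = 0.000392, and adjusted p = 0.64 with an estimated correlation). LHCB2.2 fell from 1370 ± 28.3 to 660 ± 40.6 cRPKM and LHCA3 from 5730 ± 123 to 3830 ± 25.6. With voom and quantile normalization, 4 rose and 8 fell (camera, adjusted p = 0.462), and RBCS-1A, higher by 0.28 ± 0.05 otherwise, was at 0.00. In the cell cycle list 7 of 10 rose and 0 fell, also when adjusted over the list alone (camera, adjusted p = 0.117, or 0.0125 with no filter, and adjusted p = 0.596 with an estimated correlation), among them PCNA (1.55 ± 0.28) and NACK1 (1.35 ± 0.28).

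PR5 rose from 2.37 ± 0.976 to 15.9 ± 2.16 cRPKM in asap and NPR1 fell from 11.1 ± 0.0778 to 5.82 ± 0.255, with 2 of 4 salicylic acid genes not called (camera, adjusted p = 0.912). In the ASAP, exon-junction and decay list 3 of 5 rose and 2 fell (camera, adjusted p = 0.994): Y14 and MEE63, whose products bind each other in the exon-junction complex, rose by 0.66 ± 0.11 and 0.59 ± 0.08, and UPF3, of nonsense-mediated decay, fell by 0.60. Among 5 SR factors 2 were called higher and 1 lower (camera, adjusted p = 0.786): SR45A rose by 1.13 ± 0.10, while SCL33, at 0.37 ± 0.12, lost its call without Col0 replicate 1 (adjusted p = 0.174) and SR34, at -0.33 ± 0.08, lost its call with no scaling factors (0.0628). HAB1 fell by 0.78 and COR47 by 0.57, whereas ERD10 rose by 0.66 ± 0.10 and ABH1 by 0.58 ± 0.11, among 3 rises and 2 falls in 7 ABA genes (camera, adjusted p = 0.968). LBD6 rose by 1.57 ± 0.34, the 1 of 6 leaf development genes called (camera, adjusted p = 0.968), and CLPB1, a heat shock protein gene, rose by 1.14 ± 0.25, the 1 of 3 heat stress genes called (camera, adjusted p = 0.776). Both clock genes rose, LHY by 0.93 ± 0.07 and GI by 0.73 ± 0.20, GI losing its call without asap replicate 2 (adjusted p = 0.0517). MLP329 was higher by 0.65 ± 0.14 and AGO1 and XRN4 lower by -0.39 ± 0.08 and -0.36 ± 0.11, among 1 rise and 3 falls in 7 genes of stress granules and processing bodies (camera, adjusted p = 0.909). MLP329 and TEM1, which was higher by 0.40 ± 0.10, lost their calls without Col0 replicate 1 (adjusted p = 0.0606 and 0.0568), and AGO1 and XRN4 with limma on log2(cRPKM + 0.5) (0.121 and 0.273). Over the list alone the counts of these lists were the same, except that both flowering genes rose. ERF073, 1 of 2 hypoxia genes, was called lower by -0.83 ± 0.31, a call lost with DESeq2 (adjusted p = 0.119). GAPC2 and ACT8 rose by 0.74 ± 0.06 and 0.31 ± 0.07 among 3 reference genes (camera, adjusted p = 0.453).

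**Figure D3:**
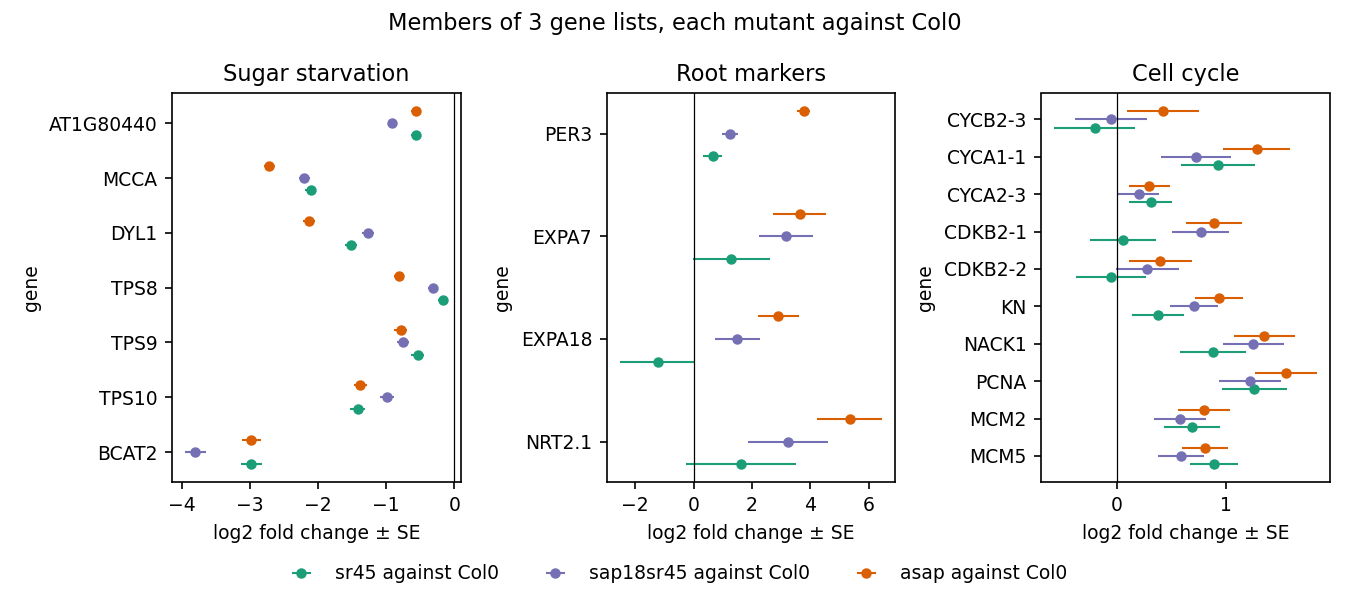
Log2 fold change ± SE (horizontal axes) of the tested members (vertical axes) of 3 gene lists in sr45 (green), sap18sr45 (purple) and asap (orange), each against Col0, with a vertical line at 0. All sugar starvation members lie below 0 in every mutant, and the root markers lie between 2.90 and 5.34 in asap.

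Between asap and Col0, 2713 genes differed, 1345 higher and 1368 lower, and 1011 of them by at least 2-fold, 624 higher and 387 lower. Without scaling factors, or with library sizes from the recovered depth, the median of all genes in asap moved by 0.16 on the log2 scale relative to Col0, and 62.7% of called genes were higher in place of 49.6%, so these changes are relative to the TMM reference.

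Many genes changed the same way in all 3 mutants: 935, with 413 higher and 522 lower. The share higher depended on the scaling: 44.2% here and 44.4% with RLE factors, against 57.6% with limma on log2(cRPKM + 0.5) and 54.3% with library sizes from the recovered depth. BCAT2, MCCA, MRD1, GAT1_2.1 and GLYI7 were lower in each, and LHY, RPL41E and SR45A were higher in each. Over the 935 genes the median size of the log2 change was 0.698 in sr45, 0.595 in sap18sr45 and 0.907 in asap, and 771 changed by more in asap than in sap18sr45, 677 by more in asap than in sr45, and 287 by more in sap18sr45 than in sr45. Among the genes just named, MRD1 had its smallest fall in asap, BCAT2 fell most in sap18sr45 and LHY rose most in sr45. Simulations with no change in any genotype gave at most 1 such gene, and independent lists of these sizes would share 58.4. The simulation leaves out the effects and the product of independent lists leaves out the shared Col0 libraries, so part of the excess may come from those shared controls. With a separate Col0 library for each mutant of a pair, sr45 and sap18sr45 shared 568 or 570 genes changed the same way (75.9 and 78.2 in independent lists). For sr45 and asap the number was 816 or 775 (198.3 and 198.9), and for sap18sr45 and asap 651 or 611 (149.3 and 145.3). The correlations were 0.58 or 0.59. This removes only the error of single Col0 libraries, and an offset common to both Col0 libraries would still add to the overlap. With the Col0 libraries shared, and across genes, which are not independent replicates, the log2 changes had correlations of 0.73 for sr45 and sap18sr45, 0.67 for sr45 and asap, and 0.69 for sap18sr45 and asap, against 0.42, 0.42 and 0.48 in the simulations, and covariances of 0.318, 0.457 and 0.424, against 0.0527, 0.0545 and 0.0531. Without Col0 replicate 1 the count fell to 521, without Col0 replicate 2 to 576, and without sap18sr45 replicate 1 to 609.

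The step from sr45 to sap18sr45 compared the 2 lines that differ in the sap18 allele, and it had the fewest changed genes. SR45 was higher in sap18sr45 than in sr45 by 1.26 ± 0.21 on the log2 scale (2.39-fold, adjusted p = 0.000234), so the step is not the loss of SAP18 on an unchanged SR45 level. AGL67 was at least 154-fold higher (adjusted p = 1.61e-12). XTH33 (AT1G10550), a gene of cell wall xyloglucan remodelling, rose from 14.8 ± 2.65 to 44.1 ± 2.18 cRPKM (log2 change 1.57 ± 0.17, adjusted p = 3.12e-07), and the transcription factor gene TGA9 by 1.83 ± 0.36. PS2, a pyrophosphatase gene, and PEPC1, a phosphatase gene, were called lower by -2.28 ± 0.53 and -1.70 ± 0.38.

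GSTU22, LRX2, GSTF3, PCR1 and UGT74E2 were also among the largest changes, with log2 changes of 1.57, 1.81, -2.70, -2.08 and -1.45. Each of these 5 lost its call in at least 5 of the alternatives, GSTF3 with adjusted p up to 0.523 without sap18sr45 replicate 1. TGA9 lost its call without sr45 replicate 2 (adjusted p = 0.0587), PS2 without sr45 replicate 2 or either sap18sr45 library (0.0677, 0.133 and 0.0831), and PEPC1 without sr45 replicate 1 or sap18sr45 replicate 1 (0.0518 and 0.196). In the leaf development list 2 of 6 rose and 0 fell, also when adjusted over the list alone (camera, adjusted p = 0.0243, and adjusted p = 0.306 with an estimated correlation): TCP24 was higher by 0.69 ± 0.14 and ATHB-9 by 0.49 ± 0.10. That list lost its call without sr45 replicate 1 or 2 (adjusted p = 0.0548 and 0.0819) or sap18sr45 replicate 1 (0.0644), and TCP24 and ATHB-9 lost theirs without sap18sr45 replicate 1 (0.0619 and 0.101). COR47 rose by 0.53 ± 0.09, with ERD10 (0.46 ± 0.12) and HAB1 (-0.32 ± 0.08) the other called members of 7 ABA genes (camera, adjusted p = 0.697); both lost their calls without sap18sr45 replicate 2 (adjusted p = 0.249 and 0.137).

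In the sugar starvation list 1 gene rose and 2 fell in this step, or 2 and 2 when adjusted over the list alone (camera, adjusted p = 0.33). The kelch repeat gene AT1G80440 and BCAT2 were lower by -0.34 ± 0.07 and -0.81 ± 0.19 and TPS10 higher by 0.42 ± 0.11, and all 3 lost their calls without sap18sr45 replicate 1 (adjusted p = 0.109, 0.174 and 0.236). Of 50 ribosomal genes 0 rose and 2 were called lower, RPS17B by -0.41 ± 0.10 and RPL9B (AT1G33140) by -0.39 ± 0.10 (camera, adjusted p = 0.0503, called in 4 alternatives such as RLE factors with 0.0406, and adjusted p = 0.611 with an estimated correlation), and of 18 photosynthesis genes 0 rose and 2 were called lower, LHCB1.2 (AT1G29910) by -0.30 ± 0.06 and LHCB1.3 by -0.23 ± 0.06 (camera, adjusted p = 0.912, and adjusted p = 0.979 with an estimated correlation), or 3 when adjusted over the list alone. With voom and quantile normalization the photosynthesis list was higher in sap18sr45 (camera, adjusted p = 0.0406). RPL9B (AT1G33140), LHCB1.2 and LHCB1.3 have close copies that can share their reads. These 3 and RPS17B lost their calls without sap18sr45 replicate 1 (adjusted p = 0.298, 0.0959, 0.153 and 0.207). LHY was called lower by -0.37 ± 0.07, 1 of 2 clock genes, and lost its call without sap18sr45 replicate 2 (adjusted p = 0.0577). PR5 was lower by -1.03 ± 0.31 (adjusted p = 0.0497), a call lost in 9 alternatives, the 1 of 4 salicylic acid genes called over all genes, with 1 rise and 1 fall when adjusted over the list alone (camera, adjusted p = 0.789). SR45 was the 1 of 5 called in its list (camera, adjusted p = 0.756). No gene of the SR factor, heat stress, flowering, cell cycle, hypoxia, stress granule, root marker or reference lists passed over all genes. Adjusted over the list alone, 1 hypoxia gene was higher and 2 reference genes were lower. The camera adjusted p of those tested were 0.314, 0.931, 0.767, 0.776, 0.0503 and 0.421, in the order SR factor, heat stress, cell cycle, stress granule, root marker and reference. The root marker list was called in 4 alternatives such as RLE factors (adjusted p = 0.0468), and its adjusted p was 0.369 with an estimated correlation. NRT2.1, EXPA7 and EXPA18 were near 0 in sr45, at 0.095, 0.37 and 0.14 cRPKM, so the filter can favour their rise here.

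In this step 295 genes differed, 132 higher and 163 lower in sap18sr45. Of the 234 that also differed between sr45 and Col0, 212 moved back toward the Col0 level and 22 moved further from it; both comparisons use the sr45 libraries, which alone favours moves back, and the SR45 transcript was among those that moved back. The share higher was 44.7%, against 57.1% with no scaling factors and 57.8% with library sizes from the recovered depth. The count was 112 and 119 without sap18sr45 replicates 1 and 2, and 171 and 160 with limma on log2 cRPKM at the 2 pseudocounts.

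The step from sap18sr45 to asap compared the 2 lines that differ in the acinus allele, between which the SR45 level differed as well. ZAT10 was higher in asap than in sap18sr45 by 4.46 ± 0.24 on the log2 scale (22.0-fold, adjusted p = 6.22e-14) and WRKY40 (AT1G80840), a transcription factor gene of defence, rose from 2.05 ± 0.184 to 35.3 ± 4.2 cRPKM (log2 change 3.97 ± 0.23, adjusted p = 1.29e-13). XTH33 fell from 44.1 ± 2.18 to 6.12 ± 0.948 cRPKM (log2 change -2.97 ± 0.18, adjusted p = 4.51e-13). AGL67 was at least 228-fold lower in asap, with 0 counts there, and SR45 fell by 1.60 on the log2 scale (adjusted p = 4.94e-07).

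ERF018 rose by 3.51 ± 0.64, and DTXL2 and DLAH were higher by 4.90 ± 1.17 and 4.11 ± 1.1, calls lost without sap18sr45 replicate 1 (adjusted p = 0.0522 and 0.0575) or 2 (0.0629 and 0.105). CYCA1-2, a cyclin gene, fell by 3.07, while ZHD14 and RL6, at -2.09 ± 0.72 and -1.94 ± 0.66, lost their calls with DESeq2 (adjusted p = 0.0904 and 0.0777). In the photosynthesis list 16 of 18 fell and 0 rose, also when adjusted over the list alone (camera, adjusted p = 4.99e-05, and adjusted p = 0.611 with an estimated correlation), PSAD2 from 1570 ± 24.3 to 933 ± 25.3 cRPKM and PSBR from 9210 ± 79.8 to 6810 ± 267. With voom and quantile normalization 4 rose and 7 fell (camera, adjusted p = 0.462), and with no scaling factors 1 rose and 12 fell. Of 4 root markers 2 rose, or 3 when adjusted over the list alone (camera, adjusted p = 0.043, and adjusted p = 0.353 with an estimated correlation): PER3 by 2.52 ± 0.21, and NRT2.1, higher by 2.12 ± 0.75, which lost its call without either sap18sr45 library (adjusted p = 0.39 and 0.101) or asap replicate 2 (0.33). That list lost its call without the same 3 libraries (adjusted p = 0.0638, 0.0559 and 0.0561), with voom and quantile normalization (0.106) and with no filter (0.0611). NRT2.1, EXPA7 and EXPA18 were low in sap18sr45 as well, at 0.425, 1.32 and 1.25 cRPKM, so the filter can favour their rise in this step too. Of 50 ribosomal genes 29 rose, 5 fell and 16 were not called, with 34 and 5 when adjusted over the list alone and 38 and 2 with no scaling factors (camera, adjusted p = 1.36e-05, and adjusted p = 0.306 with an estimated correlation). RPP1A rose from 413 ± 2.76 to 664 ± 42.8 cRPKM and RPL9B (AT1G33120) by 1.32 ± 0.13, and the plastid genes RPL6 and RPL21 fell by 0.39 and 0.41.

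TEM1 rose by 0.96 ± 0.10, 1 of 2 flowering genes, and GI by 1.09 ± 0.20, 1 of 2 clock genes. MLP329 rose by 1.3 ± 0.15, the 1 called of 7 genes of stress granules and processing bodies (camera, adjusted p = 0.909). PR5 rose by 1.80 ± 0.28 and NPR1 fell by 0.78, the 2 called of 4 salicylic acid genes (camera, adjusted p = 0.767). In the sugar starvation list 2 rose, AT1G80440 and BCAT2, and 4 of 7 fell, DYL1 by 0.87 and TPS8 by 0.49 among them (camera, adjusted p = 0.309). In the leaf development list TCP3 and ATHB-9 fell by 0.72 and 0.49, with 0 rises in 6 (camera, adjusted p = 0.397). AT1G15200, the Arabidopsis PININ gene, rose by 0.46 ± 0.10, with 3 rises and 2 falls in the 5 genes of its list (camera, adjusted p = 0.977), and SR45A by 0.60 ± 0.10, with 2 rises and 0 falls in 5 SR factors (camera, adjusted p = 0.453); SCL33, Y14 and UPF3, at 0.44 ± 0.12, 0.43 ± 0.11 and -0.36 ± 0.11, lost their calls without sap18sr45 replicate 1 (adjusted p = 0.158, 0.17 and 0.0697). ERD10 rose by 0.55 ± 0.10 and HAB1 fell by 0.47, the 2 called of 7 ABA genes (camera, adjusted p = 0.931). CLPB1, at 0.83 ± 0.24, was the 1 called of 3 heat stress genes (camera, adjusted p = 0.909) and lost its call with DESeq2 (adjusted p = 0.0605). GAPC2 rose by 0.42 ± 0.06 and ACT8 was higher by 0.26 ± 0.07, the 2 called of 3 reference genes (camera, adjusted p = 0.323, or 0.0199 with voom and quantile normalization, and adjusted p = 0.813 with an estimated correlation); ACT8 lost its call without sap18sr45 replicate 1 (adjusted p = 0.0616). None of 10 cell cycle genes (camera, adjusted p = 0.697) and neither hypoxia gene passed. The counts of these lists were the same when adjusted over the list alone.

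In this step 1689 genes differed, 812 higher and 877 lower in asap. Of the 699 that also differed between sap18sr45 and Col0, 512 moved further from Col0 and 187 moved back toward it. The share higher was 48.1%, against 67.1% with no scaling factors and 64.0% with library sizes from the recovered depth. The count was 988 and 1106 without sap18sr45 replicates 1 and 2.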

Values the study reported

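The study reported 2186 misregulated genes in asap, and fewer than 1000 in each of the other mutants.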

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

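The tests in this section were chosen after the results had been seen, except those of AGL67 reads shared with a related gene in the table and of a rearrangement at that locus, whose predictions were written before their values were read. The results listed here stood out because the effects of 2 mutants relative to Col0 differed from each other, by the edgeR test of the difference between the 2 mutants.

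SR45 differed by 1.26 between sap18sr45 and sr45 on the log2 scale, and by -1.60 between asap and sap18sr45. Admixture of Col0 plants in the sap18sr45 libraries would need a Col0 share of 45.6%, below which no transcript could fall. By more than 2 SE, 37 genes lay below that share, which excludes plants of full Col0 genotype mixed in at that share. The share was used without its own error. The test does not cover plants that differ from the line at SR45 alone. Over 15 alternatives the highest adjusted p for the first difference was 0.0322 and its log2 value ran from 1.02 to 1.43, so scaling or depth was excluded as well. If the sap18 allele alone raised the transcript, asap would exceed sr45, but the log2 difference was -0.34 ± 0.25 (adjusted p = 0.334). An effect that depends on the acinus allele, which asap also carries, was not tested.

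AGL67 differed by a fitted 11.46 between sap18sr45 and sr45 and by -11.46 between asap and sap18sr45, values that depend on the 0 counts in the other libraries and are not bounds. Of the 4 tested genes among the 6 nearest loci, 0 were called higher in sap18sr45 than in both other mutants, but transcription running through from a neighbour needs no such rise, and the adjacent RPL30B had 2828 and 1805 counts there, so it stayed open. Among 36 related genes, AGL27 had the most counts in sap18sr45, 737 against 845 for AGL67, so the test set beforehand left shared reads open, although AGL27 had 719 in Col0, where AGL67 had 0. Of 8 tested related genes, 0 were called higher in sap18sr45 than in both other mutants. AGL94 was higher than in Col0 (log2 change 2.55 ± 0.73), but it held 52 counts in sap18sr45 and 9 in Col0. That argues against AGL94 as the source of the 845 AGL67 counts. Most related genes were not tested, having too few counts for the filter, and others may lie outside the part of the genome used here, so those stayed open. A rearrangement or insertion at the locus stayed open, since the counts in 2 sap18sr45 libraries and 0 in asap, which also carries the sap18 allele, could come from the line itself. The study made asap by crossing the sap18 acinus and sap18 sr45 double mutants. Whether the sequenced sap18sr45 plants descend from that same parent is not stated there.

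The root markers, all higher in asap than in Col0, were weighed as a possible shift in the share of root tissue. The log2 changes of the photosynthesis genes ran from -1.22 to 0.28 and were not alike (Cochran Q test of heterogeneity, Q = 654, 5.67e-128), but effects of the genotype on single genes could give this as well, and 15 of 18 fell, so the test left a larger share of root open. The root markers themselves were alike within error (Cochran Q test of heterogeneity, Q = 3.52, 0.319). The SEs of EXPA18, EXPA7 and NRT2.1 were 0.71, 0.91 and 1.11, so this test had little power to find a difference. It cannot decide whether a larger share of root tissue contributes to their rise. No measurement of organ size was analysed here.

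Between asap and sap18sr45, ZAT10 differed by 4.46, WRKY40 by 3.97 and ERF018 by 3.51. DTXL2 and DLAH differed by 4.90 and 4.11 from few counts. CYCA1-2 differed by -3.07. XTH33 differed by -2.97, TEM1 by 0.96 and MLP329 by 1.3, and these 3 genes were called in opposite directions relative to Col0 in the 2 mutants. No cause was tested for these genes.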

How the results depend on the processing

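Of 206 calls on named genes, 206 were kept with RLE factors, 199 with no factors, 191 with voom and quantile normalization and 177 with limma on log2(cRPKM + 0.1). Where libraries were left out, the largest share of calls was lost without sap18sr45 replicate 1 (71 of 108 kept) and the smallest without asap replicate 1 (90 of 92 kept), with 50 of 71 kept without sr45 replicate 2 and 120 of 141 without Col0 replicate 2; a lone library was assumed to vary like those of the other groups. The counts of changed genes ran from 1023 to 1314 for sr45 against Col0, 758 to 1489 for sap18sr45 against Col0, 1952 to 2817 for asap against Col0, 112 to 259 for sap18sr45 against sr45, 988 to 1905 for asap against sap18sr45, and 521 to 1104 for genes changed the same way in all 3 mutants, and list calls from 10 to 15 in place of 12. Fewer libraries leave fewer degrees of freedom, but that does not account for counts that rose without an asap library. Library sizes from the recovered depth, and sr45 replicate 1 left out where sr45 is not compared, were added after the data had been seen.

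In the same order, requiring 2-fold as well left 393, 272, 1011, 43, 419 and 145 genes, and the study's rule left 138, 105, 442, 9, 161 and 66, both being stricter by construction. For sap18sr45 against Col0, a fit of only the libraries of the 2 groups called 2168 genes. These groups had the lowest spread between replicates, 4.52% and 3.59%. The fit of all 8 libraries, with a common value of 8.2%, also took in the wider spread of sr45 and asap. That goes with more calls in the smaller fit, though it was not tested alone. For sap18sr45 against sr45, limma on log2 cRPKM called 171 and 160, and the cause of that was not tested. With an estimated correlation 3 list tests were called. With voom and quantile normalization RBCS-1A stood at 0.00 against Col0 in sr45, since the most abundant transcript takes the same top rank value in every library, and the photosynthesis list went the other way in sap18sr45 against sr45 (camera test, unadjusted value 0.00563); the cause of the second was not tested.

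With the replicate number as a replicate block, 1617 genes were called for sr45 against Col0, 1355 for sap18sr45 against Col0, 2654 for asap against Col0, 267 for sap18sr45 against sr45 and 1604 for asap against sap18sr45. Deviations of replicate 1 from the group mean had correlations between -0.036 and 0.043 across pairs of genotypes, so the numbers were not taken as pairs.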

Other observations

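Families defined by a shared product name were examined after the data had been seen, with adjustment over 60 families and 5 comparisons together. Of 20 glutathione transferase genes, enzymes of detoxification, 9 rose and 0 fell in sr45 against Col0 (camera, adjusted p = 0.0114), 9 rose and 1 fell in sap18sr45 (adjusted p = 0.0114), and 13 rose and 2 fell in asap (adjusted p = 0.00146). With an estimated correlation the adjusted p was 0.508 in each. In asap, where 51.6% of all tested genes were called against Col0, of 6 expansin genes, which include the root markers EXPA7 and EXPA18, 5 rose and 0 fell (adjusted p = 0.0274, and 0.575 with an estimated correlation), and of 18 pectin-related genes 10 rose and 3 fell (adjusted p = 0.0231, and 0.651 with an estimated correlation). EXPA7 and EXPA18 were near the floor in Col0, so the filter favours their rise here as well.

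Of 9 WRKY transcription factor genes, 6 were higher in asap than in sap18sr45 and 0 lower (camera, adjusted p = 0.00601, and 0.508 with an estimated correlation). Of 10 disease resistance genes of the TIR-NBS-LRR class, 6 were lower and 0 higher (adjusted p = 0.0131, and 0.508 with an estimated correlation).

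Under the study's rule, 442 genes of the part of the genome used here changed in asap. This is lower than the value quoted from the study above, which covers the whole genome, so the counts cannot be compared directly.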
